A study of Mus musculus with 8 samples. Its data were reported in "Med12 cooperates with multiple differentiation signals to facilitate efficient lineage transitions in embryonic stem cells" (2025).

How the data were processed

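RNA was measured in 8 cultures of E14tg2a mouse embryonic stem cells that carry a mutation of Fgf4, the gene of the main FGF ligand these cells secrete. After 18 h in N2B27 medium with the GSK3 inhibitor Chiron and LIF, each culture was given a single FGF4 dose for 6 h in N2B27 with 1 µg/ml heparin, a cofactor of FGF binding. The doses were 0 ng/ml and a series of 7 in which each was 2 times the one before, from 0.625 to 40 ng/ml. There was 1 culture per dose, so every group held 1 sample and no pair of doses could be tested against each other.

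Strand-specific libraries were prepared from polyA-enriched RNA. According to the study's methods and the submitters' processing notes, the authors aligned the reads with HISAT2 2.1.0 and quantified genes in SeqMonk. The authors deposited a table of raw counts, which are whole numbers per gene with no normalization. They also deposited a table that they named TPM. Its deposited values were whole multiples of 1 step per library for 100% of the values, within a tolerance of 0.05 of a step, and so they are RPM, that is, aligned segments scaled to a common library total, not divided by gene length. The steps corresponded to library totals of 92407757 to 105894539 segments. The ratio of count to RPM did not follow exonic length across 11898 genes with a mean count of at least 50 (Spearman's rho = -0.039, genes not being independent replicates). It rose with exonic length per exon (rho = 0.494), with medians of 44.0 for single-exon genes and 25.4 for genes with at least 10 exons. The labels name GRCm39, but 4 genes of chromosome 1 ended beyond its GRCm39 length of 195154279 bp, the farthest at 195323493. Coordinates are therefore given as in the deposited tables and named GRCm38.

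Each table held 35591 genes, of which 22494 had at least 1 count in some library. A symbol was shared with another gene in 97 cases. For exonic length, 34776 genes (97.7%) matched an annotated gene ID. Total counts per library ranged from 23604719 to 26955305, and a count of 0 allowed up to 3 counts, or 0.111 to 0.127 CPM, counts scaled to a common library total. This floor uses total counts. CPM values reported for genes use the counts in tested genes scaled by TMM, so that 3 counts without FGF4 are 0.117 CPM. Intervals and floors cover counting error only. Genes that share reads with near-identical copies, such as the Zscan4 family, Usp17l genes, histones and mitochondrial genes with nuclear copies, are uncertain.

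Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a mean CPM of at least 1 were scaled by TMM, and edgeR's quasi-likelihood test with robust dispersion and Benjamini-Hochberg adjustment was used at an adjusted p of 0.05. The dose trend is a linear term over dose steps, 0 for no FGF4 and 1 to 7 for the stimulated cultures, each step from 1 being a doubling. It left 6 residual degrees of freedom. The fitted log2 change is the slope over all steps. The same test was run over the 7 stimulated cultures (5 residual degrees of freedom), and a quadratic term was added for curvature over all 8 (5 residual degrees of freedom). These p-values measure the scatter of 8 single cultures around a trend, and a difference between cultures that follows the dose order would be read as a dose effect. On simulated counts with 200 changed genes among 13165, the dose trend recovered 69 of 100 genes changed by 0.5 on the log2 scale and 95 of 100 changed by 1, and 7.3% of its calls were false. Over the stimulated cultures, with 13145 genes, 68 and 92 of 100 were recovered with 1.8% false calls. For curvature the simulated saturating changes gave 6 and 42 of 100 with 0 false calls, so many simulated curved genes were missed. Real curved genes could be missed too, but how many was not measured.

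A set of 29 gene lists was fixed before the data were examined, together with the tests, the alternatives and the genes to be named. The lists covered FGF/ERK feedback regulators, immediate early genes and ETS factors, MAPK pathway activity genes, naive, general, and formative and primed pluripotency, primitive endoderm, primitive streak and mesendoderm, neural progenitor, trophectoderm, 2-cell-like, and fibroblast and feeder markers. They also covered targets of Wnt/beta-catenin, LIF/STAT3, Notch, and Nodal/Activin and BMP, the mTORC1, TFEB and lysosome genes, ribosome biogenesis and Myc targets, cholesterol biosynthesis, glycolysis and hypoxia, SRF, YAP and cytoskeleton genes, the integrated stress and amino acid response, p53 targets and cell cycle G2/M genes. The last were FGF ligands, receptors and transduction genes, the study's screen hits for positive regulators of Spry4, secreted EGF-family and ERK-induced extracellular genes, mitochondrial transcripts, and replication-dependent histones. All 29 had at least 3 tested members. They were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01 on log2 CPM (prior count 2), with camera at an estimated correlation and fry beside it. Counts of called members are given adjusted over all genes and adjusted over the list alone.

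A panel of 12 genes was tested for correlation of log2(CPM + 1) with the dose step by exact two-sided permutation of all 40320 orders. The half-maximal dose of the fitted response (K) came from a curve that saturates in CPM, fitted by least squares on log2(CPM + 1). It was fitted for panel genes and for called genes with a mean CPM of at least 10. K is therefore the dose at the middle of the response in CPM, not in log2(CPM + 1). K was profiled from 0.05 to 500 ng/ml, with a 95% profile interval that is called open where it reached either end. On 1200 simulated genes, 91.0 to 98.0% of intervals held the true K. This coverage was measured on the simulated genes only and need not hold for every reported gene. For the lowest and highest dose against no FGF4, CPM ratios are given with 95% exact counting intervals, and a list's median with its percentile among 10000 random lists matched on mean expression. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.

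Named genes are Spry4 and Fgf4, and for the dose trend the 8 largest and the 8 smallest fitted changes among called genes with a mean CPM of at least 5 and an absolute Spearman's rho with dose of at least 0.8, leaving out predicted and unnamed gene models. From each list up to 4 called members with the lowest p and up to 2 members not called with the highest mean CPM could be named, and some of these are not reported here. The 5 largest and 5 smallest changes over the stimulated cultures under the same limits, the 6 lowest p for curvature among genes with a mean CPM of at least 5, the panel, and the 3 lowest and 3 highest K with closed intervals complete the names. Alternatives were DESeq2 size factors, library size alone, DESeq2 1.42.0, other filters and thresholds, the deposited RPM with limma, other dose scales, and leaving out each culture. Segments recovered from RPM and a correction of each library for GC content and gene length were added after the data were seen.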

Results

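The transcriptomes of Fgf4-mutant mouse embryonic stem cells were measured after 6 h of exposure to 8 FGF4 doses, to find the genes that respond to this ligand. One library was sequenced per dose, with total counts of 25174755 at 0 ng/ml, 23973818 at 0.625, 25029537 at 1.25, 24416678 at 2.5, 24628943 at 5, 26955305 at 10, 24796355 at 20 and 23604719 at 40 ng/ml. No value has a replicate. Libraries were alike in composition, with 2.18 to 2.33% of counts from mitochondrial genes, 6.56 to 7.02% from ribosomal protein genes and 5.15 to 5.44% from the 10 most abundant genes. The first principal component held 70.7% of the variance of log2 CPM and ordered the cultures by dose, from -44.44 without FGF4 to -22.16 at 0.625 ng/ml and 20.53 at 40 ng/ml. The second component held 6.8%.

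**Figure D1:**
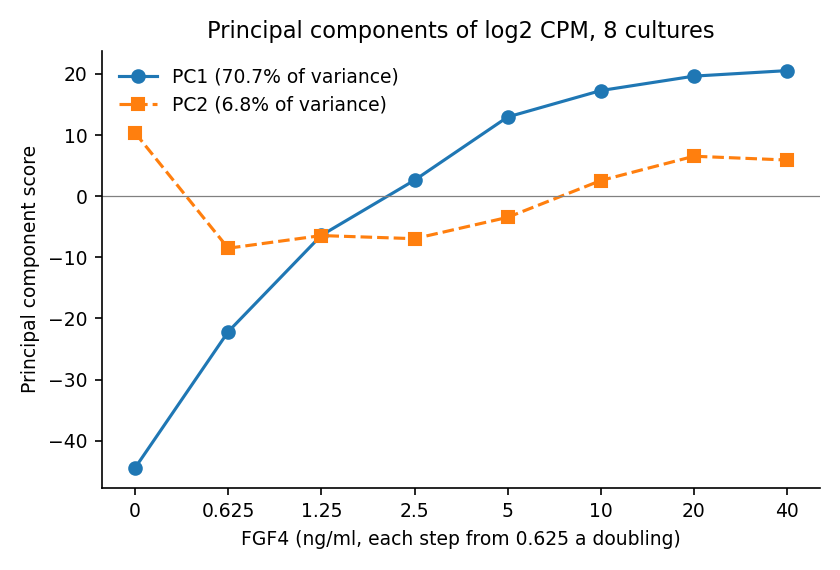
Scores of the first and second principal components (y axis, no unit) of the 8 cultures against FGF4 dose (x axis, ng/ml, equal spacing per dose step), 1 point per culture. PC1 rises at each step from -44.44 to 20.53, and PC2 is highest at 0 ng/ml, at 10.36.

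Fgf4, the gene mutated in this line (ENSMUSG00000050917, chromosome 7, 144847367 to 144865243, plus strand, GRCm38), was read in all 8 cultures and fell with dose. Its level was 143 CPM without FGF4, 120 at 0.625 ng/ml, 106.4 at 1.25, 99.2 at 2.5, 88.8 at 5, 80.2 at 10, 75.2 at 20 and 74.8 at 40 ng/ml. The fitted log2 change from 0 to 40 ng/ml was -0.95 (SE 0.07, edgeR's quasi-likelihood test, adjusted p = 1.1e-06). The mutated part of the gene is not given in the sources used here, so these reads do not check the genotype.

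The dose trend over all 8 cultures asked which genes respond to FGF4, and feedback inhibitors of the FGF/ERK pathway led the genes that rose. Spry4, an inhibitor of receptor tyrosine kinase signalling and the reporter gene of the study (ENSMUSG00000024427, chromosome 18, 38586247 to 38601415, minus strand, GRCm38), rose at each of the 7 dose steps, from 0.117 CPM (3 counts) without FGF4 to 105 CPM (2445 counts) at 40 ng/ml. Dusp6, a phosphatase of ERK (ENSMUSG00000019960, chromosome 10, 99263231 to 99267489), rose from 1.48 to 73.6 CPM. Spic, an ETS-family transcription factor (ENSMUSG00000004359, chromosome 10, 88674772 to 88685015), fell at each step from 21.3 to 1.20 CPM. In total 2191 genes rose and 2303 fell among 13165 tested (34.1% called), with a median absolute log2 change of 0.45. The log2 change exceeded 1 for 397 genes that rose and lay below -1 for 381 that fell, and 94 and 57 genes passed 2 and -2.

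Among called genes with a mean of at least 5 CPM and an absolute Spearman's rho with dose of at least 0.8, the 8 largest fitted log2 changes were 5.13 for Spry4 (SE 0.93, edgeR adjusted p = 0.00745), 4.38 for Dusp6 (SE 0.76, edgeR adjusted p = 0.00608), 4.13 for the keratin gene Krt23, 3.87 for the inflammasome gene Nlrc4, 3.62 for Soga3, 3.59 for the guidance receptor gene Robo4, 3.48 for Etv4 and 3.39 for the ligand gene Bmp4. Krt23 had 0 counts without FGF4 and was 134-fold higher at 40 ng/ml against a floor of 3 counts in that library, or at least 109-fold higher by the lower 95% exact counting limit, so its fitted change depends on the model. Etv4, an ETS transcription factor (ENSMUSG00000017724, chromosome 11, 101769742 to 101785371), went from 3.08 to 163 CPM, but its call (SE 0.99, edgeR adjusted p = 0.0379) was lost in 8 of 19 other settings, with adjusted p from 0.00133 to 0.101 over the 19 and a log2 change of 3.22 to 3.81 in those 8. These included leaving out the 0.625, 1.25, 5, 10 or 20 ng/ml culture (edgeR adjusted p = 0.101, 0.0578, 0.0568, 0.074 and 0.0788). The 8 smallest were -4.43 for Spic (SE 0.31, edgeR adjusted p = 3.4e-06), -2.67 for the atypical chemokine receptor gene Ackr3, -2.66 for the muscle M-band gene Myom2, -2.60 for Sirpa, which encodes a receptor of CD47, -2.58 for Tmc7, -2.53 for Cdhr1, -2.49 for the ETS factor Elf3 and -2.21 for Rasgrp1, an activator of Ras. Elf3 was the most abundant of these and fell at each step, from 144 to 26.4 CPM.

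A straight line over dose steps understated some changes that level off, such as that of Spry4 (fitted log2 change 5.13, log2 ratio at 40 ng/ml against no FGF4 9.81). It did not understate others, such as that of Spic (fitted -4.43, log2 ratio -4.145). The trend counts depended on how cultures and scaling were treated. Without the 0 ng/ml culture 1404 genes rose and 1327 fell. Scaled by library size only, 1746 rose and 2790 fell (38.5% of calls higher, against 48.8% with TMM), and in the deposited RPM 1828 rose and 2849 fell (39.1% higher). On a scale of linear dose in ng/ml, edgeR called 0 genes, with 2040 at an unadjusted p under 0.05 and a lowest adjusted p of 0.095.

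**Figure D2:**
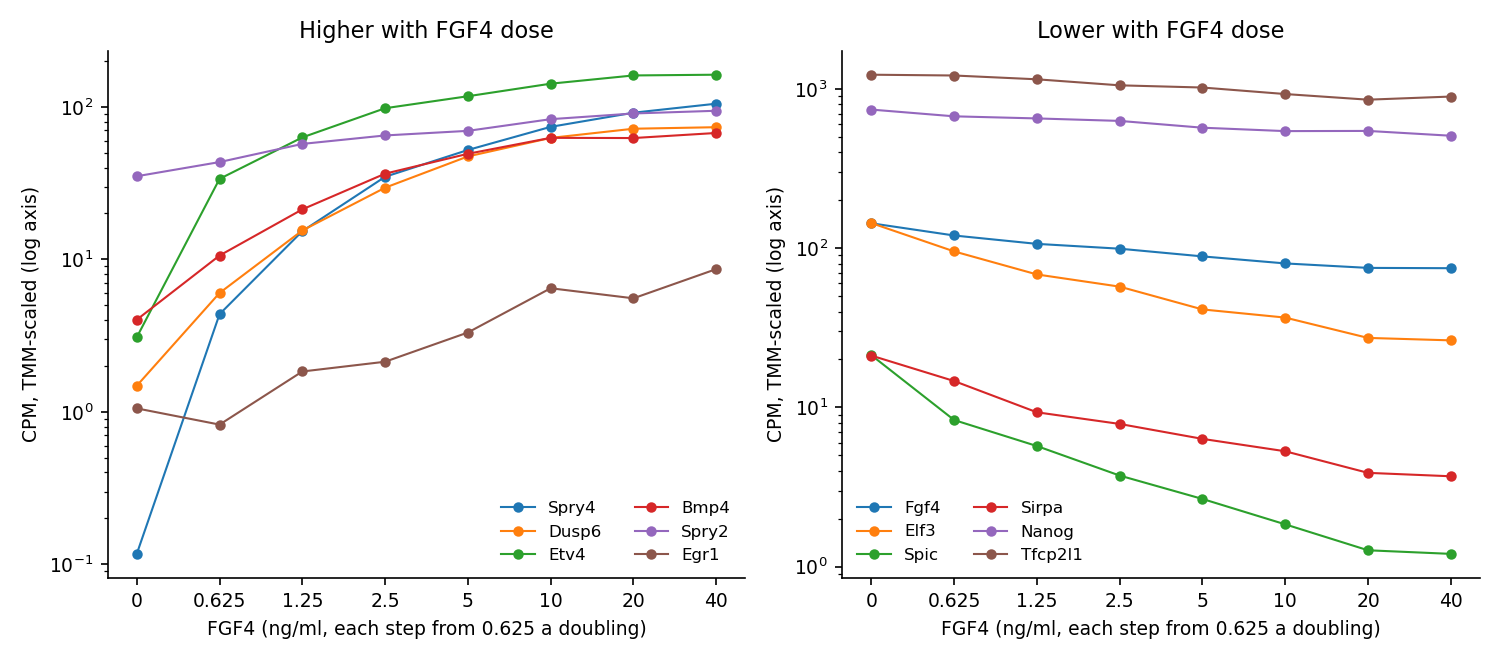
TMM-scaled CPM (y axis, log scale) of 6 genes that rose and 6 that fell against FGF4 dose (x axis, ng/ml, equal spacing per dose step), 1 culture per point and no error bars. Spry4 runs from 0.117 to 105 CPM and Spic from 21.3 to 1.20 CPM.

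FGF/ERK feedback regulators rose as a group. Of 13 tested members, 10 rose and 0 fell (10 and 0 adjusted over the list alone), with a median log2 change of 1.62 (camera adjusted p = 9.3e-05, adjusted p = 0.342 with an estimated correlation). Spry1 rose by 2.03, Spry2 by 1.40, the phosphatase gene Dusp5 by 1.64 and the receptor regulator Il17rd by 1.00 on the log2 scale, while Lztr1 (-0.12) and Dusp7 (-0.18) did not pass the test. Of 10 MAPK pathway activity genes, 6 of which stood in other lists, 8 rose and 1 fell (8 and 1 adjusted over the list alone), with a median of 2.09 (camera adjusted p = 0.000253, adjusted p = 0.342 with an estimated correlation). Phlda1 rose by 2.27 and the ephrin receptor gene Epha2 by 1.91, Epha4 fell by 0.44, and the cyclin gene Ccnd1 did not pass the test (0.12). Immediate early genes and ETS factors had 10 of 14 members higher and 2 lower (10 and 2 adjusted over the list alone, median 0.72, camera adjusted p = 0.00106, adjusted p = 0.235 with an estimated correlation). Egr1 rose by 3.36, Myc by 2.95, Elk3 by 2.14 and Ier2 by 0.50, and Srf (0.01) and Jun (-0.22) were not called. Secreted EGF-family and ERK-induced extracellular genes had 7 of 12 members higher and 1 lower (7 and 2 adjusted over the list alone, median 1.08, camera adjusted p = 0.031, adjusted p = 0.342 with an estimated correlation). The higher members included the urokinase receptor gene Plaur (2.12), Mmp9 (1.91), Vgf (1.77) and the growth factor gene Hbegf (0.97). Without the 5 ng/ml culture the camera adjusted p of that list was 0.0693, the highest of its values at the preset correlation, which started at 0.0115.

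Of 12 general pluripotency genes, 9 rose and 0 fell (10 and 0 adjusted over the list alone), with a median of 0.77 (camera adjusted p = 0.000395, adjusted p = 0.342 with an estimated correlation). Dppa2 rose by 1.00, Zfp281 by 0.76 and Pou5f1 by 0.35, while Trim28 (-0.07) and Sall4 (-0.16) were not called. Formative and primed pluripotency genes had 11 of 15 members higher and 1 lower (12 and 2 adjusted over the list alone), with a median of 0.58 (camera adjusted p = 0.000356, adjusted p = 0.342 with an estimated correlation). Foxd3 rose by 2.20 and Pou3f1 by 1.76, Nodal fell by 0.88, and Zic2 was not called (0.25). Naive pluripotency genes went both ways, with 5 of 16 higher and 8 lower (5 and 8 adjusted over the list alone) and a camera adjusted p of 0.423. Prdm14 fell by 0.93, Tfcp2l1 by 0.56 and Nanog by 0.52, Klf5 rose by 0.79, and Esrrb (0.03) was not called.

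Ribosome biogenesis genes and Myc targets rose slightly, with 16 of 22 higher and 0 lower (18 and 0 adjusted over the list alone) and a median of 0.27 (camera adjusted p = 9.3e-05, adjusted p = 0.410 with an estimated correlation). Ddx21, a nucleolar helicase gene, rose by 0.50 and Wdr12 by 0.42, and Cad (-0.31) and Polr1a (0.02) were not called. Genes of mTORC1, TFEB and the lysosome fell, with 0 of 16 higher and 12 lower (1 and 12 adjusted over the list alone) and a median of -0.25 (camera adjusted p = 0.00106, adjusted p = 0.408 with an estimated correlation). The lysosomal enzyme gene Hexa fell by 0.83, the protease gene Ctsb fell by 0.49 and Lamp1 fell by 0.33, whereas Rragd (0.34) and Sqstm1 (0.02) were not called. Of 7 Notch targets 0 rose and 4 fell (0 and 5 adjusted over the list alone), with a median of -0.42 (camera adjusted p = 0.0403, adjusted p = 0.342 with an estimated correlation). Dtx1 fell by 0.90 and Hes1 by 0.57, and over 19 other settings the change of Hes1 ran from -0.734 to -0.328. Notch3, another of the 4, kept its call in 13 of 19 settings (edgeR adjusted p = 0.163 without the 0 ng/ml culture). Scaled by library size only the Notch list had a camera adjusted p of 0.0691, in the deposited RPM 0.075, and without the 1.25, 5 or 20 ng/ml culture 0.0647, 0.0562 and 0.0648, and its values at the preset correlation ran from 0.013 to 0.075.

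No other list passed camera. Primitive streak and mesendoderm genes had 3 of 6 members higher and 2 lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.38): Evx1 rose by 3.48, Eomes by 2.19 and T (Brachyury) by 1.82, and Wnt3 fell by 3.20. Evx1 and Wnt3 kept their calls in all 18 other settings that apply, but their changes ran from 2.297 to 4.028 and from -3.541 to -1.635. Nodal/Activin and BMP targets had 6 of 11 higher and 3 lower (6 and 3 adjusted over the list alone, camera adjusted p = 0.38), with Id1 up by 3.28, Id2 down (-2.13) and Lefty1 down (-1.29). Wnt/beta-catenin targets had 2 of 13 higher and 6 lower (2 and 7 adjusted over the list alone, camera adjusted p = 0.184), and without the 40 ng/ml culture the camera adjusted p was 0.0401, the lowest of its alternatives, which reached 0.843. Rnf43 fell by 1.93 and Dkk1 fell by 1.90. Neural progenitor genes had 1 of 6 higher, Pax6 (1.46), and 3 lower, among them Tubb3 (-1.13) and Ncam1 (-1.08), with 1 and 4 adjusted over the list alone (camera adjusted p = 0.184). Primitive endoderm genes had 3 of 9 higher and 3 lower (4 and 4 adjusted over the list alone, camera adjusted p = 0.829), among them Lamb1 (0.95) and Pdgfra (-1.79). Trophectoderm genes had 3 of 8 higher and 1 lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.38), among them Tead4 (1.46). LIF/STAT3 targets had 4 of 12 higher and 2 lower (4 and 2 adjusted over the list alone, camera adjusted p = 0.442), among them Gbx2 (0.64).

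FGF ligands, receptors and transduction genes had 3 of 20 higher and 8 lower (4 and 8 adjusted over the list alone, camera adjusted p = 0.336). Fgf3 fell by 1.67 and the receptor gene Fgfr1 fell by 0.70, Fgfr4 rose by 1.74, and Map2k1 (-0.02) was not called. The study's screen hits for positive regulators of Spry4, which were chosen in another experiment, had 8 of 27 higher and 6 lower (8 and 6 adjusted over the list alone, camera adjusted p = 0.792). Among metabolic and stress genes, cholesterol biosynthesis had 7 of 20 higher and 3 lower (8 and 3 adjusted over the list alone, camera adjusted p = 0.184), with Idi1 up by 0.45. Glycolysis and hypoxia had 8 of 20 higher and 3 lower (9 and 3 adjusted over the list alone, camera adjusted p = 0.136), with Pfkp up by 1.16, Slc2a1 up by 0.91 and Gapdh not called (0.06). SRF, YAP and cytoskeleton genes had 7 of 15 higher and 1 lower (7 and 1 adjusted over the list alone, camera adjusted p = 0.0706, and 0.0365 without the 0 ng/ml culture, in a range up to 0.105), with Zyx up by 1.91. The integrated stress and amino acid response had 4 of 15 higher and 3 lower (4 and 3 adjusted over the list alone, camera adjusted p = 0.752), with Phgdh up by 0.27 and Atf4 not called (-0.13). Of 12 p53 targets, 1 rose, the BH3-only gene Pmaip1 (2.70), and 4 fell, among them Cdkn1a (-1.07), with 1 and 4 adjusted over the list alone (camera adjusted p = 0.386). Cell cycle G2/M genes had 1 of 14 higher and 3 lower (1 and 3 adjusted over the list alone, camera adjusted p = 0.336), with Birc5 down (-0.29) and Mki67 not called (-0.06). Birc5 kept its call in all 19 other settings, Aurkb in 17 and Plk1 in 10. Top2a, the 1 higher member, lost its call without the 0 ng/ml culture (edgeR adjusted p = 0.0715).

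The 2-cell-like list had 0 of 9 members called (0 adjusted over the list alone, camera adjusted p = 0.265), and Zscan4d, 1 of a family of near-identical genes, was at 0.30. Fibroblast and feeder genes had 1 of 4 higher, Thy1 (1.80), and 2 lower, among them Pdgfrb (-0.60), with 1 and 2 adjusted over the list alone (camera adjusted p = 0.829). Mitochondrial transcripts had 2 of 9 higher and 0 lower (2 and 0 adjusted over the list alone, camera adjusted p = 0.401), and mt-Co1, at 10400 CPM without FGF4 and 10410 at 40 ng/ml, was not called (0.04) and was negative with library size only (-0.01), in the deposited RPM (-0.03) and after correction for GC content and length (-0.13). Of the 2 higher mitochondrial transcripts, mt-Nd2 (0.20) was at -0.04 after that correction. It was not called there, in the deposited RPM or without the 0 ng/ml culture. The other higher transcript, mt-Atp6 (1.00), kept its call in all 19 other settings, with changes from 0.707 to 1.248. Its mean was only 10.94 CPM, against 1419 CPM for mt-Nd2. It was at 8.93 CPM without FGF4, 9.12 at 5 ng/ml, 18.2 at 20 ng/ml and 13.2 at 40 ng/ml. Reads shared with nuclear copies may make the level and change of mt-Atp6 uncertain. Replication-dependent histones had 0 of 3 called (0 adjusted over the list alone, camera adjusted p = 0.964). The direction of camera differed from that of the median for primitive endoderm (median -0.19, mean -0.05, camera higher) and for histones (median -0.10, mean -0.03, camera higher). Median and mean differed in sign for fibroblast and feeder genes (-0.21 and 0.19, camera lower), p53 targets (-0.08 and 0.04, camera lower) and mitochondrial transcripts (0.06 and -0.03, camera higher). With an estimated correlation camera called 0 of the 29 lists, with 3 at an unadjusted p under 0.05. Fry, which asks whether a list's genes move one way, called 21, and its mixed test of change in either direction called 28.

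**Figure D3:**
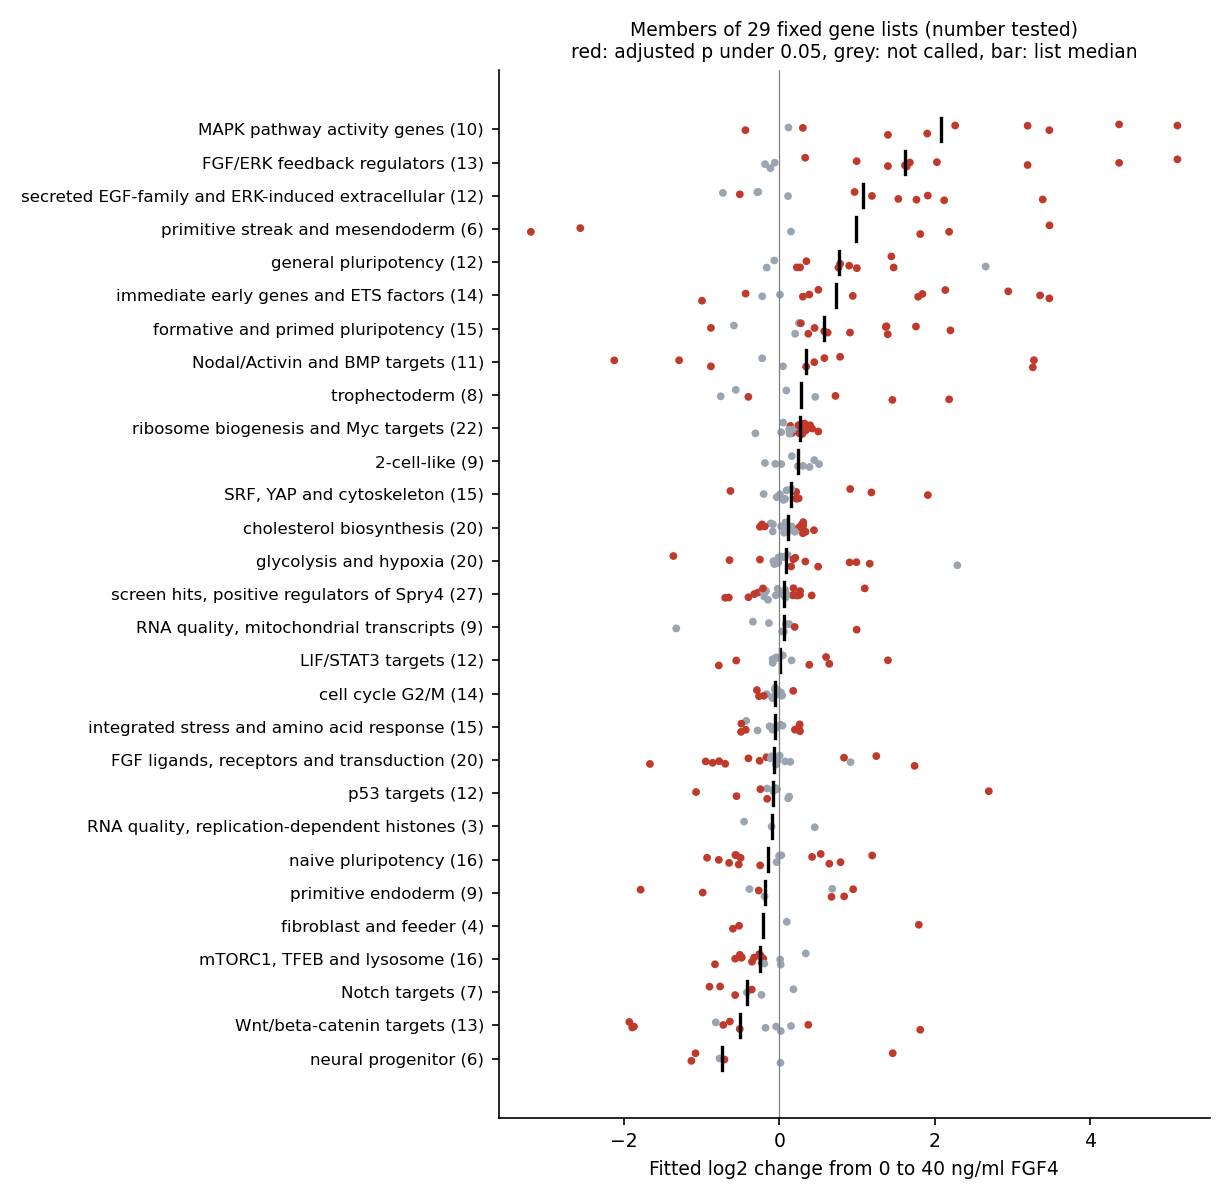
Fitted log2 change from 0 to 40 ng/ml FGF4 (x axis) of the tested members of 29 gene lists (y axis, number tested in brackets), 1 point per gene, red where the edgeR adjusted p was under 0.05 and grey otherwise, with a bar at each list's median. MAPK pathway activity genes have the highest median, at 2.09, and neural progenitor genes the lowest, at -0.74.

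The panel of 12 genes asked how closely single transcripts followed dose. Spry4, Spry2, Dusp6 and Etv4 rose at every step (Spearman's rho = 1.0), with Pearson's r between log2(CPM + 1) and dose step of 0.931, 0.975, 0.94 and 0.844 over the 8 cultures. Each had a permutation p of 5e-05, the smallest that the 40320 orders can give, or 0.000149 after Benjamini-Hochberg adjustment over the 12 genes. Nanog (r = -0.984, rho = -0.976), Tfcp2l1 (r = -0.972, rho = -0.976) and Klf4 (r = -0.892, rho = -0.762) fell, with adjusted permutation p of 0.000238, 0.000595 and 0.00577 for r and 0.000794, 0.000794 and 0.0441 for rho. Egr1 (r = 0.969, rho = 0.952), Pou5f1 (r = 0.912, rho = 0.929) and Fgf5 (r = 0.888, rho = 0.905), a marker of primed cells at a mean of only 0.60 CPM, rose, with adjusted permutation p of 0.000595, 0.00126 and 0.00577 for r. Without the 0 and 40 ng/ml cultures r was 0.956 for Spry4, 0.981 for Spry2, 0.963 for Dusp6, 0.953 for Etv4, -0.969 for Nanog, -0.994 for Tfcp2l1, -0.916 for Klf4, 0.962 for Egr1, 0.934 for Pou5f1 and 0.8 for Fgf5. Etv5 had r = 0.775 (adjusted permutation p = 0.0202) but rho = 0.714 (adjusted permutation p = 0.0628) and r = 0.606 without those cultures, and its edgeR trend call (adjusted p = 0.0136) was lost without the 0 ng/ml culture (adjusted p = 0.097). Esrrb had r = 0.355, rho = 0.286 and adjusted permutation p of 0.372 and 0.501.

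Among the 7 stimulated cultures, the question was which genes were graded with dose once FGF4 was present. From 0.625 to 40 ng/ml, among called genes with a mean of at least 5 CPM and an absolute rho of at least 0.8, the 5 largest rises were in Spry4 (log2 change 3.67, SE 0.61, edgeR adjusted p = 0.0131), Dusp6 (3.11), Krt23 (2.89), Nlrc4 (2.78) and Soga3 (2.76). The call of Dusp6 was lost without the 0.625, 1.25 or 20 ng/ml culture (edgeR adjusted p = 0.0592, 0.0595 and 0.056). That of Nlrc4 was lost without the 0.625, 1.25, 2.5, 10 or 20 ng/ml culture (edgeR adjusted p = 0.14, 0.0938, 0.0635, 0.0651 and 0.0943) and with no filter on low counts (0.0634). Under the same limits the 5 smallest changes were -3.05 for Spic (SE 0.21, edgeR adjusted p = 3.7e-07), -2.12 for Ackr3, -2.0 for Sirpa, -1.92 for Elf3 and -1.79 for Adgrg1, an adhesion receptor gene that was at 15.1 CPM both without FGF4 and at 0.625 ng/ml and at 4.33 CPM at 40 ng/ml. In all, 1404 genes rose and 1327 fell among 13145 tested (20.8%). Of these, 1337 and 1257 were also called over all 8 cultures, but the 2 fits share 7 cultures. Without the 0.625 ng/ml culture 711 genes rose and 561 fell. A further 854 genes that rose and 1046 that fell over all 8 cultures were not called among the stimulated ones, which does not show that their slopes differed.

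Curvature over the dose steps followed the direction of the trend. Among genes with a mean of at least 5 CPM, the lowest p for curvature belonged to Dusp6, Slc7a7, Bmp4, Zfp532, Ccnd2 and L1td1, all of which rose with steps that became smaller at high doses. The cyclin gene Ccnd2 went from 4.14 CPM without FGF4 to 9.64 at 0.625 ng/ml and 53.3 at 40 ng/ml, the amino acid transporter gene Slc7a7 from 5.27 to 14.6 and 77.7 CPM, and L1td1, which encodes an RNA-binding protein of pluripotent cells, from 251 to 389 and 773 CPM. The edgeR adjusted p for curvature was 2.5e-10 for Dusp6 and Slc7a7, 1.4e-09 for Bmp4 and 6.4e-08 for L1td1. In all, 1568 genes were curved, 844 concave and 724 convex. Of the genes that rose, 656 were curved and 651 of these were concave, and of those that fell 463 were curved and 462 of these were convex. A further 449 curved genes were not called in the linear trend, 257 of them convex and 192 concave. This does not show that they had no trend, since curvature adds to the scatter around a straight line. The median deviation of the convex genes was 0.204 at 0 ng/ml and 0.041 at 40 ng/ml. That of the concave genes was -0.196 and -0.009. The count of all curved genes was 956 without the 5 ng/ml culture and 823 without the 40 ng/ml culture. The 449 genes followed GC content (median 56.9% for convex, 46% for concave and 49.5% for all tested genes).

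**Figure D4:**
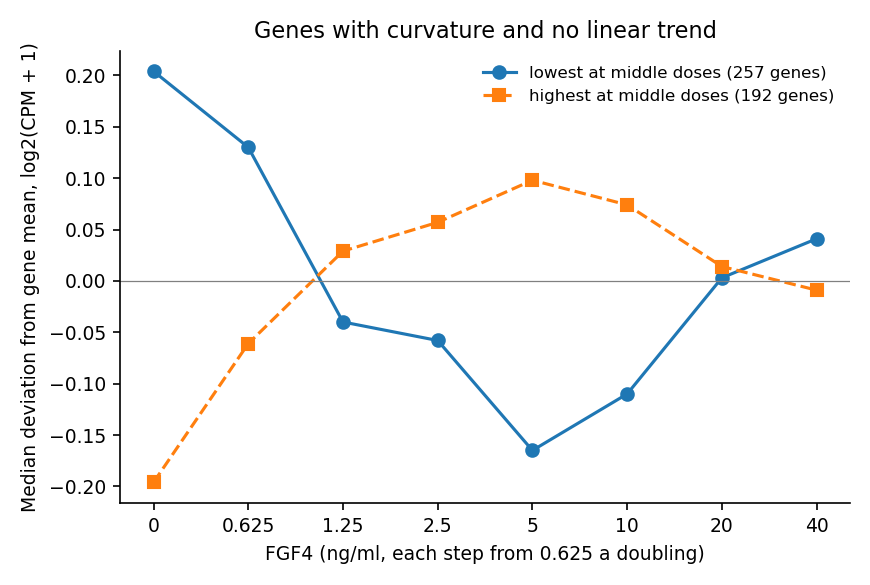
Median deviation from each gene's mean in log2(CPM + 1) (y axis) against FGF4 dose (x axis, ng/ml, equal spacing per dose step), 1 culture per point. Shown are 257 convex and 192 concave genes with curvature that were not called in the linear trend. Convex genes are highest at 0 ng/ml (0.20) and lowest at 5 ng/ml (-0.17), and concave genes are lowest at 0 ng/ml (-0.20) and highest at 5 ng/ml (0.10).

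The half-maximal dose asked how much FGF4 gave the middle of each fitted response in CPM. K was 12.1 ng/ml for Spry4 (95% interval 5.0 to 39.7), 7.92 for Dusp6 (3.97 to 17.1), 2.92 for Spry2 (1.84 to 5.0) and 2.60 for Etv4 (2.07 to 3.28). For Egr1 it was 15.2 (4.46 to 158). Among pluripotency genes K was 2.32 for Nanog (1.21 to 4.63), 3.41 for Tfcp2l1 (1.52 to 8.23), 1.36 for Klf4 (0.397 to 5.83) and 1.46 for Pou5f1 (0.606 to 3.82), and the intervals of Esrrb and Fgf5 were open. Etv5 had a K of 0.654 (0.082 to 2.41), and without the 0 ng/ml culture its edgeR trend had an adjusted p of 0.097. The median K was 1.41 ng/ml over 1763 genes that rose (bootstrap interval over genes 1.36 to 1.46, quartiles 0.889 and 2.60) and 1.12 over 1605 that fell (1.08 to 1.16, quartiles 0.734 and 2.07), with closed intervals for 74.2% and 71.4%. The lowest K with closed intervals were those of Ckmt1 (0.177), Pycard (0.192) and Ttll4 (0.223), whose edgeR trend calls were lost without the 0 ng/ml culture (adjusted p = 0.0557, 0.334 and 0.218). The highest were those of Snhg4 (92.4, interval 1.12 to 341), Dtnb (121, 0.328 to 251) and Mppe1 (121, 0.131 to 304), beyond the highest dose. Without the 40 ng/ml culture their edgeR trend calls were lost (adjusted p = 0.0665, 0.0535 and 0.241), and that of Mppe1 was lost in 12 of 19 settings. Leaving out the 0 ng/ml culture moved the medians to 0.734 and 0.54 ng/ml. The bootstrap intervals cover the sampling of genes only, since all genes share the same 8 libraries. In the deposited RPM both medians were 1.256 ng/ml, so genes that rose and genes that fell are not shown to differ in K.

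**Figure D5:**
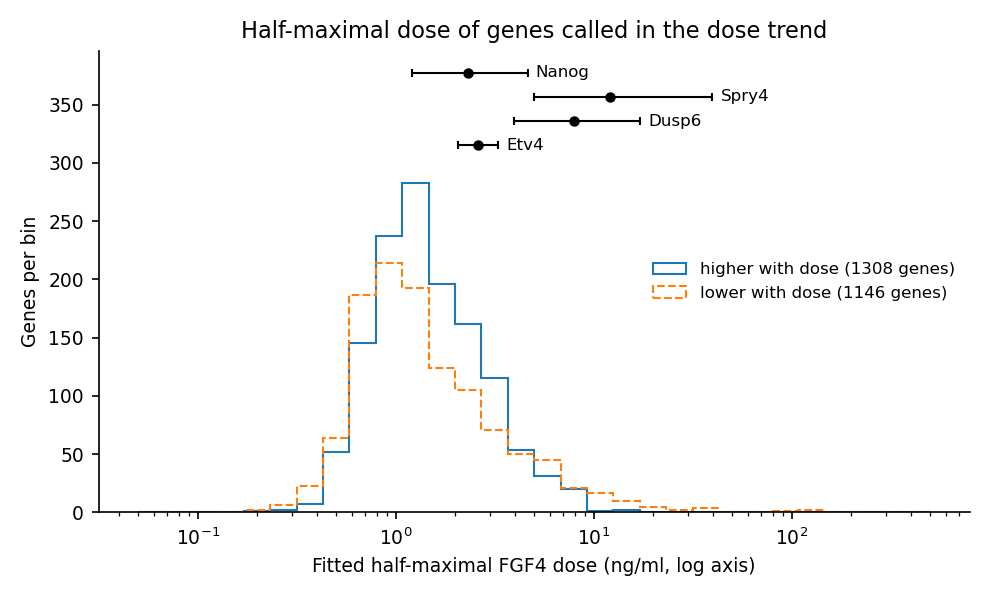
Number of genes per bin (y axis) by fitted half-maximal FGF4 dose (x axis, ng/ml, log scale) for called genes with closed intervals, 1308 that rose (solid) and 1146 that fell (dashed). Points with 95% profile intervals above mark Etv4 (2.60), Dusp6 (7.92), Spry4 (12.1) and Nanog (2.32).

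At the lowest dose, 0.625 ng/ml against no FGF4, Spry4, Etv4 and Dusp6 were already above the unstimulated culture. Spry4 was 37.3-fold higher (95% counting interval 12.4 to 184) and 896-fold higher at 40 ng/ml (306 to 4351), both against 3 counts. Etv4 was 10.9-fold higher at 0.625 ng/ml (8.68 to 14) and 52.7-fold at 40 ng/ml (42.2 to 66.8), and Dusp6 4.06-fold (2.83 to 5.96) and 49.6-fold (36.0 to 70.4). Egr1 gave a ratio of 0.782 at 0.625 ng/ml, with an interval of 0.416 to 1.45 that includes no difference, and of 8.19 at 40 ng/ml (5.46 to 12.7). Fgf4 was at 0.839 of its unstimulated level at 0.625 ng/ml (0.798 to 0.88) and at 0.522 at 40 ng/ml (0.493 to 0.553). These intervals compare 2 libraries, not conditions, and both doses share the unstimulated library.

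The median log2 ratio of feedback regulators was 0.39 at 0.625 ng/ml and 1.43 at 40 ng/ml, each at percentile 100 of the random lists. Of the 13 members, 10 were higher at 0.625 ng/ml and 11 at 40 ng/ml. Dusp5 was lower at 0.625 ng/ml (ratio 0.692, 95% counting interval 0.509 to 0.936) and higher at 40 ng/ml (2.395, 1.909 to 3.019). MAPK pathway activity genes had medians of 0.44 and 2.02 and general pluripotency genes 0.19 and 0.76, all at percentile 100. Formative and primed genes were at 0.25 and 0.65, also at percentile 100, and ribosome biogenesis genes at 0.11 (percentile 99.79) and 0.30 (percentile 100). The mTORC1, TFEB and lysosome genes were at -0.13 (percentile 0.0) and -0.30 (percentile 0.01). Naive pluripotency genes were at 0.02 (percentile 53.18) and -0.09 (percentile 0.85), and Notch targets at 0.10 (percentile 90.56) and -0.26 (percentile 5.4). Neural progenitor genes were at -0.29 (percentile 0.17) and -0.76 (percentile 0.04), and Wnt/beta-catenin targets at 0.07 (percentile 86.06) and -0.38 (percentile 0.13). Primitive streak and mesendoderm genes were at 0.38 (percentile 99.75) and 1.22 (percentile 100), immediate early genes and ETS factors at 0.15 (percentile 99.01) and 0.85 (percentile 100), and secreted EGF-family and ERK-induced extracellular genes at 0.15 (percentile 97.36) and 1.16 (percentile 100). Nodal/Activin and BMP targets were at 0.06 (percentile 83.04) and 0.28 (percentile 99.7), trophectoderm genes at 0.21 (percentile 97.7) and 0.30 (percentile 97.67), and G2/M genes at percentiles 22.73 and 1.72 (median -0.07 at 40 ng/ml). The other lists lay between percentiles 5 and 95 at both doses. No difference between 2 doses has a replicate check.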

Values the study reported

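In a separate, replicated experiment on 6 h of FGF stimulation, the study reported 2006 genes that changed in cells of either genotype, wild type and Med12 mutant alike. All of these cells carried the Fgf4 mutation, so wild type refers to Med12 only. The study called genes with DESeq2 at an adjusted p under 0.01. A further 926 genes changed in the wild type only, and 935 in the mutant only.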

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

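The test of other dose orders for the trend over all 8 cultures was chosen only after its result was seen. The correction for GC content and length was added after the data were seen, with its bounds set before it was run.

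A signal in data that the comparisons do not use raised the first pattern: 53 genes had 0 counts in all 8 libraries and yet a mean above 1 RPM in the other deposited table, among them Cx3cr1 (48.7 RPM), Tlr4 (30.7 RPM) and Pcdh9 (7.29 RPM), named after their values were seen. Exons shared on the same strand are argued against, since 2.2% of the 45 genes with annotated exons had them, the same share as among 7739 genes at 0 in both tables. Reads from the opposite strand remain open: 35.6% of the 45 shared exonic bases with a gene on the opposite strand, against 10.7% of the others, so they could account for some of the genes, although only 16 of the 45 have such a partner and Tlr4 and Pcdh9 have none. Of the 16 partners, 9 had 5537 to 70823 counts over the 8 libraries, those of Gm26903 and Tifa had 229 and 35, and those of Cx3cr1 (7), Gm5592 (4), Gm12823, Nlgn1 and Agbl1 (0) had too few to be the source for these 5 genes. No biological explanation was tested, since both tables come from the same libraries.

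Fgf4 fell with dose in a line in which it is mutated. A difference in scaling between libraries is argued against as the cause, because the smallest fall under library size only, DESeq2 size factors and the deposited RPM was -0.943 on the log2 scale. Lower transcription of the mutated locus at higher FGF4 doses is a hypothesis that stays open and was not tested, as is a change in the stability of its transcript.

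The last pattern is the 449 genes with curvature that were not called in the linear trend. After each library was corrected for smooth trends with GC content and length, 55.6% of the 448 genes with both values kept their call, and the median absolute coefficient went from 0.254 to 0.195 with the sign unchanged in all 448. Across tested genes, Spearman's rho of GC content with the deviation of a gene was 0.236 at 0 ng/ml, 0.24 at 0.625 ng/ml and -0.314 at 5 ng/ml. GC content and length bias between libraries may therefore account for part of the pattern. For the 449 genes this bias cannot be told apart from a response to dose. The share kept lies between the bounds set for either reading, and each dose is 1 library. A response that is largest at intermediate doses stays open as untested, as does a trend with dose that the linear test missed.

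Each of the 3 dose fits was run on 100 orders of the cultures, with the real order included. Chance is argued against in this way, but not excluded, for the dose trends over all 8 and over the 7 stimulated cultures. With 100 orders, a share below 1 of 100 cannot be shown. Other orders turn a real trend into residual scatter, and 98 and 96 of the 100 orders called 0 genes. The low counts in other orders are therefore not the number of calls to expect by chance. The real order of the 8 cultures called 4494 genes in the trend and the highest other order called 1, and 1 of 100 orders reached the real count. For the 7 stimulated cultures the real order called 2731 genes and the highest other 1770, in an order whose correlation with the real order was 0.679, and again 1 of 100 orders reached the real count. For curvature the counts were 1568 and 0, with 1 of 100 orders as high, but this cannot decide whether the curvature is chance. Other orders also break the linear trend, which then adds to the residual scatter, so few calls would be left either way. These orders do not separate dose from any handling of the cultures that followed it.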

How the results depend on the processing

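The correction for GC content and length and the segments recovered from RPM were added after the data were seen, and all other alternatives were chosen before. Over the 8 cultures, an adjusted p under 0.01 gave 1266 genes higher and 1356 lower, a log2 change beyond 1 gave 397 and 381, and a linear dose scale gave 0 and 0 in edgeR (2040 at an unadjusted p under 0.05). Over the stimulated cultures these thresholds gave 744 and 651, and 226 and 183, and for curvature an adjusted p under 0.01 gave 717. Leaving out each culture gave 1404 (without 0 ng/ml) to 2237 genes higher and 1327 to 2364 lower, 711 (without 0.625 ng/ml) to 1440 and 561 to 1499 for the stimulated cultures, and 823 (without 40 ng/ml) to 1885 curved genes, with 956 without 5 ng/ml. Stricter thresholds lower these counts by construction, and for the linear dose and the cultures left out the cause was not tested. The count of called lists was 0 with an estimated correlation, 21 with fry, and 7 to 10 with a culture left out, and the cause was not tested. The median K was 1.256 in RPM for genes that rose and for those that fell, and with a culture left out ran from 0.734 to 1.522 and from 0.54 to 1.256 ng/ml, lowest without 0 ng/ml. Every other setting kept these counts within 1.5 times. With the correction for GC content and length 2192 genes rose, 2391 fell and 1421 were curved, and the log2 change of mt-Nd2 went from 0.20 to -0.04 (and its edgeR adjusted p from 0.0156 to 0.137 without the 0 ng/ml culture) and that of mt-Co1 from 0.04 to -0.13, where it passed the test as lower.

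Of 127 named genes called in the trend, 108 kept their call in all 19 settings that apply (thresholds and linear dose left out), and 19 lost it in at least 1, 16 of them without the 0 ng/ml culture. Of the 10 genes named for the stimulated cultures, Dusp6 and Nlrc4 lost their call with a culture left out, and the 6 named for curvature kept theirs. No paired analysis was possible because each dose has 1 culture. The alternative for curvature with a log2 change beyond 1 was not run, since a quadratic coefficient has no single change over the doses. Depth limits genes near the floor of 0.111 to 0.127 CPM, such as Krt23 and Spry4 without FGF4.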

Other observations

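The genes in this part were set side by side after their values were seen. The BMP target Id1 went from 3.78 CPM without FGF4 to 36.1 CPM at 40 ng/ml, a 9.53-fold ratio (counting interval 7.72 to 11.9), beside the ligand gene Bmp4, which went from 4.02 to 67.4 CPM (16.8-fold, 13.7 to 20.7). In the same list of Nodal/Activin and BMP targets, Id2 went from 2.77 to 0.472 CPM (ratio 0.17, 0.081 to 0.324), and the log2 change of Bambi over the doses, which was not called, was -0.22. The streak genes Evx1, from 4 counts to 182 (50-fold, 19.2 to 186), and T, from 14.8 to 65.8 CPM (4.46-fold, 3.99 to 5.01), were higher at 40 ng/ml, whereas the ligand gene Wnt3 went from 4.72 to 0.687 CPM (ratio 0.145, 0.081 to 0.246).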
